A study of Mus musculus with 16 samples.

How the data were processed

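Bru-seq libraries came from 16 samples of F121-9 mouse embryonic stem cells and edited clones of that line. Per the labels' protocols, cells were incubated with 2 mM bromouridine for 30 min, 300 ng of labelled RNA was captured with anti-BrdU antibody, and strand-specific libraries were sequenced as 100 bp single-end reads on an Illumina HiSeq instrument. Per the submitters' processing notes, reads were aligned to mm10 with Bowtie2 and counted with bedtools; the versions are not given in the sources used here. Per the file headers, reads were clipped, required a mapping quality of 10 and were split by homozygous SNPs into those supporting the reference and those supporting the variant. The reference copy was taken as 129 from the column names. The deposited table holds 2 columns per library, 32 in all, and 42497 lines for 24978 gene symbols plus 6 segments that the authors drew at the studied locus. The values deposited by the authors are in CPM: each column sums to 1000000 over all lines, repeated transcripts of a gene included, so that reads over 1 line per symbol are a part of that total. The design assumed RPKM, the unit the submitters gave the table, and no division by length was found. Dividing a column by its smallest value above 0 gave whole numbers within 0.01 for 100% of values, and these recovered reads were used for counting intervals, edgeR and DESeq2.

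For each symbol the line spanning the most bases was used. Expression was the mean of the 129 and cast CPM, as log2(CPM + 0.1), without further scaling, for the 14094 genes with a mean CPM of at least 0.2 over the 16 libraries; each copy was also analysed alone with the same filter. Reads over 1 line per symbol ranged from 8.96 M to 32.0 M per library. A floor of 3 reads per library corresponded to 0.0833 to 0.296 CPM for 129 and 0.0905 to 0.329 CPM for cast. Folds against groups with 0 reads are lower bounds from that floor, and with 1 to 3 reads they carry exact 95% binomial intervals. Shares of single libraries carry Wilson intervals. Intervals and floors cover counting error only. The values kept strands apart: of 151 nested pairs of genes on opposite strands, 38 had the inner gene above the outer.

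The comparisons, tests, thresholds, gene lists, most alternatives and the rule for naming genes were fixed before the data were examined. The 4 groups with 2 libraries were fitted together with limma 3.58.1 (trended eBayes, two-sided, Benjamini-Hochberg, adjusted p of 0.05) in R 4.3.3 for abc.del, ab.del and c.del against F121-9, abc.del against ab.del, and the interaction of the ab and c deletions. The 12 libraries of the lettered series were fitted for a trend with the number of sites in the label, 0 to 3, and for additive terms of sites a, b and c. Genes within 1 Mb of Dppa2 or Dppa4 were tested on each copy by two-sided exact permutation, and correlations by 100000 permutations. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. Single-library groups, chromosome medians (genes with a mean CPM of at least 1) and allele shares have no test. Named genes were the locus genes with a mean CPM of at least 0.2, the 10 genes that rose and the 10 that fell most in each comparison among those passing whose libraries did not overlap, or, where fewer than 5 passed, the 3 with the smallest p in each direction, and up to 4 members of a list. Outside this rule, the genes of the interaction and of site a, the site b call on 129 values and Xist and Tsix were chosen after their values were seen.

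Alternatives were a pseudocount of 0.01 or 1, no filter or a mean CPM of at least 1, median centring, quantile normalization, eBayes without trend, every line of the table, only the groups compared, all 16 libraries, deposit block as a covariate, and leaving out each library. Deposit block means the 2 runs of sample numbers, 8 libraries each, whose meaning the labels do not state. Added after the data were seen were autosomal genes only, edgeR 4.0.16 (quasi-likelihood), DESeq2 1.42.0, a direct test of 129 minus cast, the other comparisons on each copy, exact tests by site at the locus, splits of site a within deposit blocks, correlations within clusters of libraries (a gap of at least 3 log2 units), and gene list tests under other settings. Sample names of 1 group end in different codes, which may name clones, but the labels do not say that replicates were separate cultures or separate edits, so p-values measure the spread between these samples. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.

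On simulated counts, limma for abc.del against F121-9 recovered 2.99%, 44.8% and 97.0% of genes changed by 1, 2 and 4 on the log2 scale, with 2 false calls. For ab.del against F121-9 the shares were 2.99%, 42.4% and 95.5% (8 false calls), for c.del 0%, 48.5% and 98.5% (2), for abc.del against ab.del 7.46%, 55.2% and 95.5% (6), and for the interaction 1.49%, 10.4% and 86.4% (6). The trend recovered 5.97%, 72.7% and 100% at total changes of 1, 2 and 4 over 3 sites (5 false calls by limma, 1 by edgeR and 25 by DESeq2), and the term of site a 28.8%, 97.0% and 100% (4). For 129 values alone the shares were 4.55%, 44.8% and 95.4% (6 false calls). An X halved in 1 simulated library gave a median of -0.96, and the fold rule found 192 of 200 raised genes. For abc.del, edgeR recovered 2.99%, 38.8% and 97.0% with 2 false calls, and DESeq2 14.1%, 57.8% and 95.3% with 16 false calls. The term of site b recovered 32.8%, 97.0% and 100% (16 false calls), that of site c 28.4%, 97.0% and 100% (7), and the 129 minus cast difference 40.3%, 70.1% and 84.8% (7). By limma, 0 genes passed for that difference in the real libraries, with Dppa4 at -6.87, Morc1 at -6.04 and Dppa2 at -5.29 (adjusted p = 0.105). Its simulated shares may therefore be too high for the real libraries, and the cause was not tested.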

Results

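Nascent transcripts were measured by Bru-seq, in which cells take up bromouridine and the labelled RNA is captured with an antibody and sequenced, in mouse embryonic stem cells of the F121-9 line, a hybrid that carries 1 castaneus (cast) and 1 129 copy of each chromosome, and in edited clones of that line. The 16 libraries formed 12 groups. F121-9, abc.del, ab.del and c.del had 2 libraries each, and 680kinv, 100kdel, 245kdel, 4k.b.c, a.del, b.del, ac.del and bc.del had 1 library each. Reads had been assigned to the 129 or the cast copy, so each gene had 2 values per library. Allele-assigned reads over genes, in units of 1000000 (M), ranged from 8.96 M in 245kdel to 32.0 M in ac.del, with a median of 16.4 M, and the 10 genes with the most reads took 2.08% to 3.89% of a library. Across genes, which are not independent replicates, log2 values of 2 libraries of 1 group correlated at r = 0.951 to 0.978 over 4 pairs. Libraries of different groups had a median r of 0.957 over 54 pairs deposited in 1 block and 0.941 over 62 pairs deposited in different blocks. In 3 pairs of different groups r was above that of every replicate pair: 0.989 for 100kdel with 245kdel, 0.983 for ab.del replicate 2 with ac.del, and 0.980 for abc.del replicate 1 with ab.del replicate 1. No 2 libraries were identical. The labels do not give the positions of the sites a, b and c or the copy that was edited, so no copy is called deleted from its values. Groups with 1 library have no replicate and no error.

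The first comparison asked how transcription of each copy near Dppa2 and Dppa4, a pair of genes for DNA-binding proteins of pluripotent cells, differed between clones lacking all 3 lettered sites and the parental line. Dppa4 lies at 16:48283735-48294292, Dppa2 at 16:48310274-48319513 and Morc1, which encodes an ATPase of the germline, at 16:48431237-48630905, all on the plus strand of mm10. The 129 copy of Morc1 gave 3.95 ± 0.351 CPM (SD, n = 2) in abc.del and 272 ± 30.6 CPM (n = 2) in F121-9, a 69.1-fold lower value. Its cast copy gave 292 ± 38.5 CPM in abc.del and 297 ± 2.95 CPM in F121-9, which differed by less than the spread between replicates. From the 129 copy, Dppa2 gave 0.402 ± 0.0810 CPM in abc.del and 21.7 ± 1.80 CPM in F121-9, a 53.9-fold lower value, against 12.4 ± 0.785 and 13.9 ± 2.59 CPM for the cast copy. Dppa4 had 1 read from its 129 copy in the 2 abc.del libraries and 600 reads in the 2 F121-9 libraries, a pooled ratio of 538 with a 95% counting interval from 96.3 to 21302, while the cast copy gave 19.9 ± 0.517 CPM in abc.del and 19.6 and 18.7 CPM in the F121-9 libraries. Neighbours on the Morc1 side differed less. Cip2a at 16:48994188-49019705 gave 49.2 ± 0.872 CPM from 129 in abc.del and 56.7 and 41.1 CPM in the F121-9 libraries, and Dzip3 at 16:48924228-48994142 gave 43.2 ± 12.8 and 56.5 ± 3.66 CPM. Trat1 at 16:48734690-48771956 and 6430553K19Rik at 16:48122074-48158499 were low in all libraries, with at most 1.94 and 0.389 CPM from 129. On the Dppa4 side, 6430553K19Rik had 0 reads from 129 in abc.del and 16 in F121-9, at least 3.46-fold lower by the counting interval. From cast it had 4 and 31 reads, so a lower value on both copies of this gene is not excluded.

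In a limma fit of the 129 values of 13985 genes, 35 genes passed an adjusted p of 0.05 between abc.del and F121-9, 31 lower and 4 higher, and 22 of the lower genes were on X. Morc1 fell by 6.07 on the log2 scale (SE 0.31, adjusted p = 0.000208), and Dppa2 fell by 5.45 (SE 0.56, adjusted p = 0.00672). Dppa4, with 1 read in abc.del, also passed (adjusted p = 0.00353). In the same limma test on the cast values of 13870 genes, 0 genes passed while 1079 had an unadjusted p under 0.05, and edgeR called 0. Both limma fits share their spread with c.del, whose replicates had 99.8% and 12.5% of X reads from 129. Counts of X genes on single copies therefore depend on that spread too. No refit without a c.del library was run on single copies. With autosomal genes only, 13 genes passed on 129 and 3 on cast. On the cast copy Dppa2 differed by -0.16 (SE 0.46), Dppa4 by 0.05 and Morc1 by -0.03, with adjusted p from 0.966 to 0.986. A direct test of the 129 minus cast difference within libraries over 13583 autosomal genes gave 0 genes by limma, 980 with an unadjusted p under 0.05, with adjusted p = 0.105 for Morc1, Dppa2 and Dppa4. The same contrast by edgeR, added after the values were seen, called 12 genes, with adjusted p of 2.3e-09 for Morc1, 2.6e-07 for Dppa2 and 3.7e-07 for Dppa4. Leaving out 1 library changed the limma count for 129 to 11 without abc.del replicate 1, 2 without abc.del replicate 2, and 0 without F121-9 replicate 1 or F121-9 replicate 2. Without F121-9 replicate 1 the adjusted p was 0.0794 for Morc1, 0.254 for Dppa4 and 0.337 for Dppa2, and without F121-9 replicate 2 it was 0.101, 0.227 and 0.310. Dppa2 also missed the threshold without abc.del replicate 1 (0.106) or abc.del replicate 2 (0.0878), and Dppa4 without abc.del replicate 2 (0.0537). Averaged over both copies, Morc1 differed by -0.95 (adjusted p = 0.109), Dppa2 by -1.46 (adjusted p = 0.28) and Dppa4 by -0.74 (adjusted p = 0.355) between abc.del and F121-9, none of which passed. In other fits of both copies Morc1 and Dppa2 did pass: with deposit block as a covariate (limma adjusted p = 0.0119 and 0.00842), with only the 2 groups (0.0111 for each) and by DESeq2 (0.0289 and 0.00685). Morc1 also passed without c.del replicate 1 (0.0433) or c.del replicate 2 (0.041), and Dppa4 in none.

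**Figure D1:**
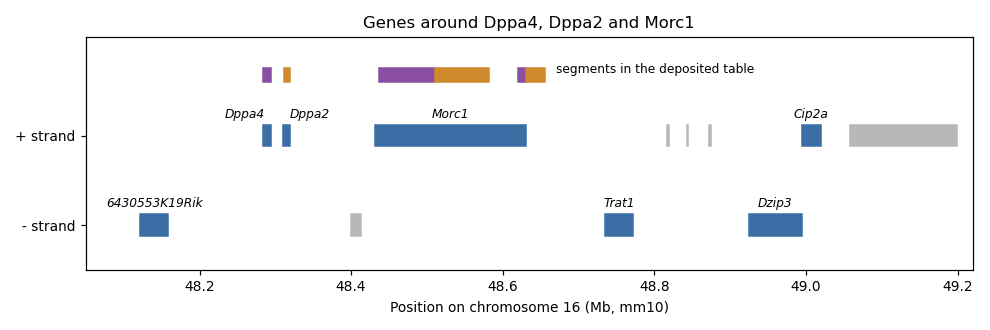
Map of chromosome 16 (x axis, Mb) around Dppa2, Dppa4 and Morc1, showing genes by strand as boxes to scale, named genes in blue and others in grey, with the 6 segments of the deposited table above. The named genes run from 6430553K19Rik at 48122074 to Cip2a, which ends at 49019705.

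Clones lacking fewer sites showed which of the 3 genes differed with which label. In ab.del the 129 copy of Dppa4 had 0 reads in both libraries, at least 99.2-fold lower than the 14.1 ± 0.918 CPM of F121-9 by the floor of 3 reads per library. Dppa2 gave 0.117 ± 0.0181 CPM from 129 in ab.del, 186-fold lower than in F121-9, and Morc1 gave 25.7 ± 11.8 CPM, 10.6-fold lower. In c.del the 129 copies of Dppa4 and Dppa2 gave 15.9 ± 3.15 and 27.8 ± 14.6 CPM (n = 2), which differed from the parental values by less than the spread between c.del replicates, while Morc1 gave 88.9 ± 1.66 CPM, 3.07-fold lower. In the limma fit of 129 values, Dppa2 fell by 6.65 (adjusted p = 0.00286) and Morc1 fell by 3.48 (SE 0.31, adjusted p = 0.00331) in ab.del. Morc1 in c.del differed by -1.61 (SE 0.31, adjusted p = 0.244 over 13985 genes) and did not pass, although both c.del libraries lay below both F121-9 libraries. The difference between abc.del and ab.del for 129 Morc1 was -2.60 (unadjusted p = 1.8e-05, adjusted p = 0.245), and the interaction of the ab and c deletions was -0.99 (adjusted p = 0.911), so neither passed over all genes. The ab.del, c.del and abc.del comparisons share the same F121-9 libraries and are not independent of each other.

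Single libraries extended the series of lettered sites. The 129 copy of Morc1 gave 30.1 CPM in b.del, 17.8 CPM in bc.del, 115 CPM in ac.del and 469 CPM in a.del, where the cast copy also gave a high value of 635 CPM. Dppa2 gave 0.888 CPM from 129 in ac.del, 24.7-fold below F121-9 by pooled reads (95% counting interval 17.4 to 36.4), but 33.1 CPM in b.del and 20.5 CPM in bc.del. In a.del it was the cast copy of Dppa2 that had 0 reads, at least 86.7-fold below F121-9 by the floor of 3 reads, while the 129 copy gave 33.6 CPM. Dppa4 gave 11.9 to 23.8 CPM from 129 in a.del, b.del, ac.del and bc.del, and 16.8 to 27.9 CPM from cast over all 16 libraries.

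**Figure D2:**
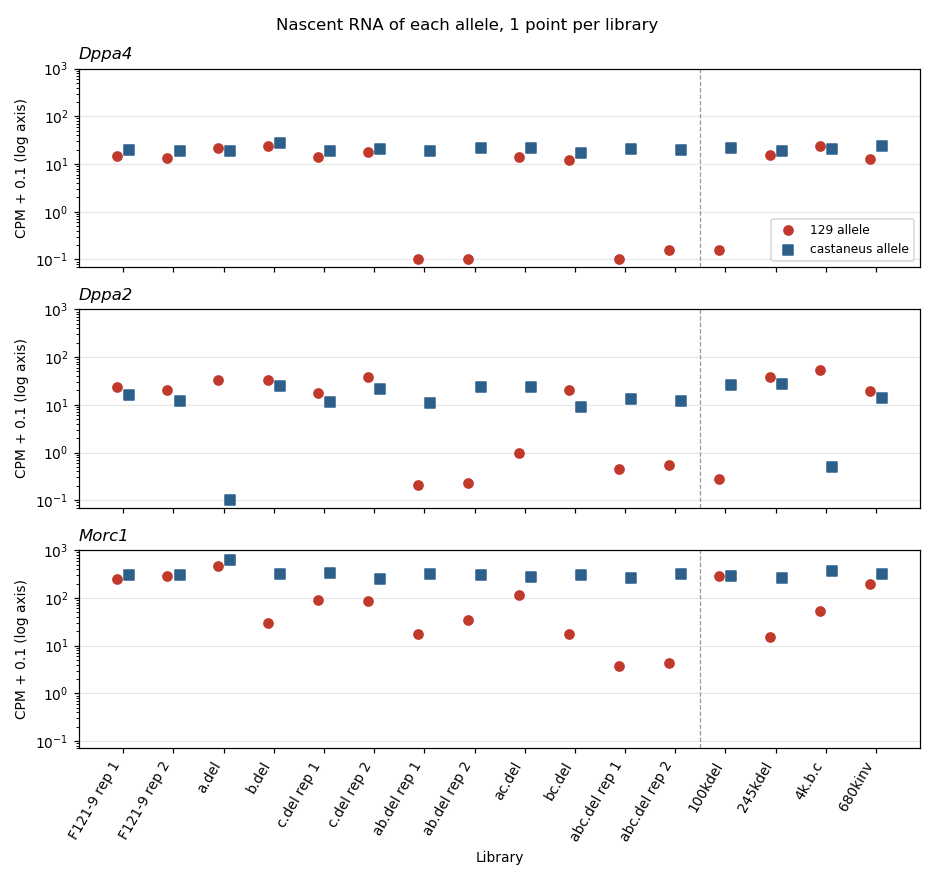
CPM + 0.1 of the 129 and cast copies (y axis, log scale) of Dppa4, Dppa2 and Morc1 in each of the 16 libraries (x axis), 1 point per library and copy. For Morc1 the 129 copy has 3.70 and 4.19 CPM in abc.del and 251 and 294 CPM in F121-9.

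Over the 12 libraries of the lettered series, the 129 copy of Morc1 averaged 17.9 CPM in the 6 libraries whose label names site b and 218 CPM in the other 6. The highest library with site b gave 34.1 CPM and the lowest without it 87.7 CPM. The difference in mean log2 value was -3.75 in a two-sided exact permutation test of 924 splits of the 12 libraries (p = 0.0022, adjusted p = 0.0455 over 21 gene and site tests on 129), the smallest p of that design, and the difference was -4.48 within the first deposit block and -2.39 within the second. These site tests were added after the values were seen. They were adjusted over 21 tests within each of 129, cast and the mean of both copies, not over all of them together. On the mean of both copies, Morc1 with site b differed by -0.71 (exact permutation p = 0.0043, adjusted p = 0.0909) and did not pass. From 129, Morc1 with site c differed by -1.87 (adjusted p = 0.424) and Dppa2 with site a by -4.84 (unadjusted p = 0.013, adjusted p = 0.136). On the cast copy the lowest adjusted p for any gene and site was 0.644. The site and trend tests on 129 go by the label alone, although the labels do not give the edited copy. The highest 129 value of Dppa2 with site a, 33.6 CPM, was in a.del, where its cast copy had 0 reads. The lowest without site a was 17.5 CPM. The test therefore cannot decide how far Dppa2 differs with site a on an edited copy. Morc1 from 129 also decreased with the number of sites named, with r = -0.86 (permutation p = 0.00051, adjusted p = 0.00357) and rho = -0.80 (permutation p = 0.00274, adjusted p = 0.0192) over 12 libraries and 7 genes. Without the F121-9 pair r was -0.82, without the abc.del pair -0.71, and within the first deposit block of 7 libraries -0.998. No r was computed in the second block, with 5 libraries, so whether the trend held there was not tested. In that block Morc1 from 129 was 8.90-fold below F121-9 by pooled reads in b.del, with 1 site, and 2.33-fold in ac.del, with 2. It was above F121-9 in a.del, with 1 site. In the first block every library with at least 2 sites names site b. The r of that block therefore does not separate the number of sites from site b. The cast copy of Morc1 gave r = -0.17 (permutation p = 0.609, adjusted p = 0.938). On the mean of both copies, Morc1 gave r = -0.63 (permutation p = 0.0244, adjusted p = 0.057) and rho = -0.84 (permutation p = 0.00103, adjusted p = 0.00721), and Dppa2 r = -0.74 (permutation p = 0.00653, adjusted p = 0.0457) and rho = -0.78 (permutation p = 0.00398, adjusted p = 0.0139). Without the F121-9 pair r was -0.53 for Morc1 and -0.82 for Dppa2, and without the abc.del pair -0.54 and -0.55. From 129, Dppa2 gave r = -0.76 (permutation p = 0.00721, adjusted p = 0.0252) and rho = -0.66 (permutation p = 0.0213, adjusted p = 0.0502) over all 12 libraries. Dppa4 gave r = -0.73 (permutation p = 0.0128, adjusted p = 0.0298) and rho = -0.67 (permutation p = 0.0215, adjusted p = 0.0502). Values of both genes fell into separate low and high clusters, so each r mostly reflects which libraries were low. Within the high cluster, a test added after the values were seen, Dppa2 gave r = 0.09 and rho = 0.14 over 7 libraries (permutation p = 0.858 and 0.762), and Dppa4 r = -0.15 and rho = -0.15 over 8 (permutation p = 0.74 and 0.774), with adjusted p of at least 0.774 over the 2 genes. Without the F121-9 pair these r were -0.47 and -0.72, and none was computed in the low clusters, of 5 and 4 libraries. Because the high cluster was chosen by the values tested, its results cannot decide whether the trend holds. The planned exact permutation test of abc.del against the 10 other lettered libraries reached p = 0.0152 for 129 Morc1, the smallest p that its 66 splits allow, and adjusted p = 0.106 over 7 genes.

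The edits named by a length, and 4k.b.c, were measured in 1 library each, so these are values without a test. In 100kdel the 129 copy of Dppa4 had 1 read, against 21.8 CPM from cast, and that of Dppa2 had 3 reads, 125-fold below F121-9 by pooled reads with a 95% counting interval from 42.8 to 609. Morc1 gave 285 CPM from 129 in 100kdel, against 285 CPM from cast. In 245kdel the pattern was opposite, with 15.7 CPM for Dppa4, 37.4 CPM for Dppa2 and 15.4 CPM for Morc1 from the 129 copies. Within Morc1, the first segment (16:48437302-48511046) had 1 read from 129 and the second (16:48511047-48581359) had 0 reads in 245kdel, against 2235 and 1720 reads for the first and 2456 and 1763 for the second in the F121-9 libraries, while the third segment (16:48620368-48630905) gave 10.3 CPM against 18.7 and 20.4 CPM. In 680kinv the 129 copy of Morc1 gave 94.7 CPM in the first segment, against 87.0 and 105 CPM in F121-9. In that library the third segment gave 5.38 CPM and the last (16:48630906-48655838) 3.65 CPM, against 30.2 and 25.1 CPM for the last in F121-9. In 4k.b.c the 129 copy of Morc1 gave 52.8 CPM, and Dppa2 gave 53.2 CPM from 129 and 4 reads from cast, 37.1-fold below F121-9 for cast (95% counting interval 14.4 to 136).

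Genome-wide, the comparison of abc.del with F121-9 on the mean of both copies asked which genes elsewhere differed. Runx1t1, a transcriptional corepressor at 4:13743302-13895055, rose from 28.6 ± 0.502 to 85.6 ± 9.30 CPM (n = 2 each, limma adjusted p = 0.0237), and Csrnp3 on chromosome 2 rose from 103 ± 1.42 to 237 ± 9.39 CPM (adjusted p = 0.0474). The polycomb-related gene Scml2 at X:161162750-161258213 fell from 144 ± 38.1 to 3.54 ± 0.0882 CPM (40.8-fold, adjusted p = 0.000621). Efhc2 on X fell from 52.6 ± 2.25 to 0.595 ± 0.179 CPM (adjusted p = 0.00716), the testis-expressed Usp26 on X from 92.8 ± 8.69 to 1.96 ± 1.41 CPM (adjusted p = 0.0217), and Cox7b2 on chromosome 5 from 31.6 ± 2.13 to 1.14 ± 0.180 CPM (adjusted p = 0.0147). Gm364, Xlr3a, Nxf3 and 1700013H16Rik on X and Spink13 on chromosome 18 fell by factors of 44.6 to 130, and Gm773 on X had 0 reads in abc.del, at least 39.8-fold lower. Both copies of Scml2 were low, at 0.0534 CPM from 129 and 7.02 CPM from cast in abc.del against 125 and 164 CPM in F121-9.

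Of 14094 genes, 31 passed in limma, 2 higher and 29 lower, and 15 of the lower genes were on X. The count was 1445 at an unadjusted p under 0.05, and edgeR called 18 and DESeq2 353. All 18 edgeR calls were lower, so the rises of Runx1t1 and Csrnp3 were not among them. The median change was -0.83 over 510 X-linked genes and 0.06 over autosomal genes. The count rested on single libraries, and the adjusted p of Scml2 was 0.109 without F121-9 replicate 2. It was 1 without abc.del replicate 1, abc.del replicate 2 or F121-9 replicate 1, 0 without F121-9 replicate 2, 142 without c.del replicate 1 and 156 without c.del replicate 2. All 4 libraries of this comparison lie in 1 deposit block, and with only these libraries in the fit 599 genes passed, 140 higher and 459 lower, 145 of them on X. With deposit block as a covariate in the full fit 671 passed, 193 higher and 478 lower, 146 of them on X, so neither the near absence of higher genes nor the share on X held across fits.

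In ab.del, Runx1t1 rose to 90.8 ± 10.2 CPM (n = 2, limma adjusted p = 0.0362). Scml2 fell to 5.56 ± 0.211 CPM (adjusted p = 0.00195), Efhc2 to 0.695 ± 0.0641 CPM, Usp26 to 1.67 ± 0.302 CPM and Gm364 to 2.44 ± 0.121 CPM. In c.del, Scml2 fell to 3.37 ± 0.900 CPM (adjusted p = 0.000531), Efhc2 to 1.62 ± 1.25 CPM, Usp26 to 1.38 ± 1.13 CPM, Gm364 to 1.84 ± 1.63 CPM and Cox7b2 to 2.20 ± 1.27 CPM (adjusted p = 0.0476), and 1700013H16Rik had 0 reads, at least 125-fold lower. Gm773 had 2 reads in ab.del, a ratio of 119 with a counting interval from 36.1 to 1095, and 0 in c.del. Of 14094 genes, 7 passed in ab.del, 6 of them on X, with 1099 at an unadjusted p under 0.05, 11 by edgeR and 187 by DESeq2. The 11 edgeR calls were all lower, so the rise of Runx1t1 was not among them. In c.del 7 passed, 6 of them on X, with 1331 at an unadjusted p under 0.05, 8 by edgeR and 224 by DESeq2. The ab.del and c.del replicates are each split over the 2 deposit blocks while both F121-9 libraries lie in the first, and with deposit block as a covariate 202 and 207 genes passed. The ab.del count was 4 without either abc.del replicate 1 or abc.del replicate 2, 3 without ab.del replicate 2, 0 without F121-9 replicate 1 or F121-9 replicate 2, 40 without c.del replicate 1 and 53 without c.del replicate 2. The c.del count was 4 without abc.del replicate 1 or abc.del replicate 2, 1 without F121-9 replicate 1, 0 without F121-9 replicate 2 and 29 without c.del replicate 2.

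Whether site c mattered once a and b were gone was asked by comparing abc.del with ab.del. Halr1, a long noncoding transcript near the HoxA genes, gave 5.71 ± 0.103 CPM in abc.del and 18.5 ± 9.70 CPM in ab.del, and Adam15 gave 1.10 ± 0.0311 and 0.314 ± 0.00933 CPM (n = 2 each). Mir6236, Sfmbt2, Zfp773 and Rnf130 were the other genes with the smallest p in either direction, and none of the 6 passed (limma adjusted p = 1). The limma count was 0, with 132 genes at an unadjusted p under 0.05, and 0 by edgeR (170) and by DESeq2 (236).

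The interaction asked whether the change with the c deletion differed between clones with and without the ab deletion. Scml2 was the single gene past the threshold in limma, at 4.74 (SE 0.46, adjusted p = 0.0333). Its levels were 144 ± 38.1 CPM in F121-9 and 5.56 ± 0.211, 3.37 ± 0.900 and 3.54 ± 0.0882 CPM in ab.del, c.del and abc.del (n = 2 each). The X-linked genes 1700013H16Rik, Gm364 and Usp26 followed without passing (adjusted p = 0.13, 0.25 and 0.25). At an unadjusted p under 0.05 there were 691 genes, edgeR called 4 and DESeq2 20, and with deposit block as a covariate limma called 4. Without a variance trend Scml2 missed the threshold (adjusted p = 0.0617) and 1700013H16Rik passed in its place (adjusted p = 0.0233). The count was 3 without c.del replicate 1, 4 without c.del replicate 2, and 0 without abc.del replicate 1, abc.del replicate 2, ab.del replicate 1, ab.del replicate 2, F121-9 replicate 1 or F121-9 replicate 2.

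Over the 12 lettered libraries, the limma trend with the number of sites gave no gene on the mean of both copies when adjusted over all genes. The genes with the smallest p were Trio (-0.50 per site, unadjusted p = 2.0e-05, adjusted p = 0.285), Tktl2 (-1.12) and St8sia6 (-0.43), and in the other direction Pam (0.32), Kcnh8 (0.76) and Cdh3 (0.52). limma counted 0, with 939 genes at an unadjusted p under 0.05, whereas edgeR called 15, all lower and 10 of them on X, and DESeq2 73; without ac.del replicate 1 limma called 1. In the model with 1 term per site, Cyp7b1 (-1.29, SE 0.18) and Gm12724 (-3.15, SE 0.44) were lower with site a (limma adjusted p = 0.0379 for each). This count was 2 by edgeR and 160 by DESeq2, 6 with deposit block as a covariate, among them Dppa2 (-1.20, adjusted p = 0.0128), 6 without c.del replicate 1 and 0 when any 1 of the other 11 libraries was left out. Site b gave 0 genes (717 at an unadjusted p under 0.05, 0 by edgeR, 8 by DESeq2, 3 with deposit block as a covariate), and site c gave 0 (459, 0 by edgeR, 3 by DESeq2). Restricted to 129 values, Morc1 was the only gene with a site b term past the threshold in limma.

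Gene lists were tested as groups in abc.del against F121-9. Germline genes had a median change of -1.56 over 28 genes. Sycp1, of the synaptonemal complex, fell by 4.17 on the log2 scale, to 0.651 and 1.06 CPM from 14.5 CPM in F121-9 replicate 2 and a higher value in replicate 1 (limma adjusted p = 0.0217), the only list member past the threshold over all genes, and 16 were lower adjusted over the list alone. Dazl, an RNA-binding protein of germ cells, gave 1.11 and 1.02 CPM against 15.0 and 7.67, and Smc1b 3.12 and 1.53 CPM against 12.3 and 26.6. Genes of X inactivation and X dosage had a median of -0.74, with 8 of 13 lower adjusted over the list alone, among them Klhl13 (-1.73), Ftx (-1.69) and Hprt (-1.04). The studied locus had a median of -0.74, with 4 of 9 lower adjusted over the list alone. Camera with a preset correlation called these 3 lists (adjusted p = 2.4e-14, 1.6e-10 and 0.000677), but adjusted p = 0.313, 0.23 and 0.23 with an estimated correlation. Two-cell-stage genes had a median of -1.55, or -1.23 with 3 of the 5 members at their bounds because they had 0 reads in 1 of the groups. Naive pluripotency (0.36), formative pluripotency (0.56), p53 targets (0.45), FGF and ERK feedback genes (0.88) and DNA replication (0.18) had medians above 0. Of their members, Lin28a (1.99) was higher and, in the two-cell list, Zscan4d lower adjusted over the list alone. Camera called these 6 lists with adjusted p from 0.00596 to 0.0283, but adjusted p from 0.367 to 0.745 with an estimated correlation. The other 10 lists were not called: primitive endoderm (median -0.14), mesoderm and primitive streak (-0.27), neuroectoderm (0.67), trophoblast (-0.66), fibroblast markers (-0.94), immediate early genes (0.55), cholesterol synthesis (0.20), amino acid stress (0.07), hypoxia and glycolysis (0.11, mean 0.00 and negative) and imprinted genes (0.25), with camera adjusted p from 0.0519 to 0.975. Grb10 (-2.63) was lower and Peg3 (1.28) higher among imprinted genes adjusted over the list alone. By the same measure 1 trophoblast gene was higher and 1 fibroblast marker lower.

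The same lists were tested in the other contrasts. In ab.del camera called 6 lists, with medians of -1.32 for germline genes, -0.75 for X dosage, -0.35 for the studied locus, -1.23 for two-cell-stage genes, 0.54 for FGF and ERK feedback and 0.22 for DNA replication, but adjusted p from 0.22 to 0.756 with an estimated correlation. Of the germline genes 7 of 28, and of the X genes 11 of 13, were lower adjusted over the list alone. In c.del camera called 4 lists, with medians of -0.82 for germline genes, -0.73 for X dosage, 0.46 for p53 targets and 1.21 for FGF and ERK feedback, but adjusted p from 0.31 to 0.653 with an estimated correlation. Here 4 of 28 germline genes and 8 of 13 X genes were lower adjusted over the list alone. In the trend with the number of sites it called 7, with medians per site of -0.16 for the studied locus, -0.54 for two-cell-stage genes, -0.37 for germline genes, -0.20 for X dosage, 0.08 for naive pluripotency, 0.11 for p53 targets and 0.16 for FGF and ERK feedback. The lowest adjusted p = 0.0527 with an estimated correlation was that of the studied locus, of which 4 of 9 were lower adjusted over the list alone. Fry, which tests whether the genes of a list move 1 way without comparing them with other genes, gave adjusted p = 0.0313 for the studied locus and for two-cell-stage genes in the trend. No list trend is given without the F121-9 pair, so a step between F121-9 and the edited clones is not separated from a change per site. The median change of X-linked genes was -0.96 in a.del, with 1 site, and -0.76 and -0.84 in the abc.del libraries, with 3. That of the germline list was -2.04 in a.del and -1.56 in abc.del.

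**Figure D3:**
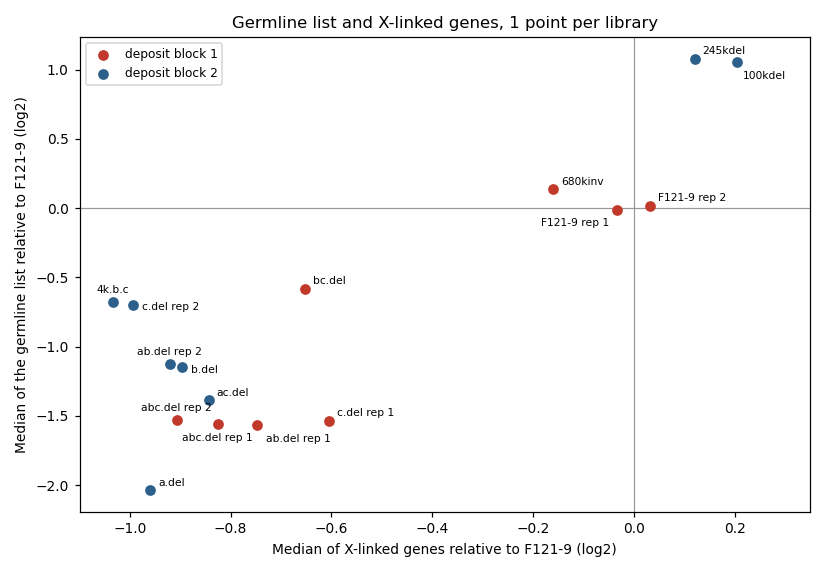
Median log2 change of the 28 germline genes (y axis) against the median of X-linked genes (x axis) relative to F121-9, 1 point per library. The libraries 680kinv, 100kdel and 245kdel lie at 0.14, 1.05 and 1.08 on the y axis and the abc.del libraries at -1.56 and -1.53.

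Chromosomes were compared by the share of reads from 129 and by the median change of their genes against F121-9. In F121-9 every chromosome had a 129 share from 45.3% to 53.4%. X transcripts came almost only from cast in both abc.del libraries (129 share 0.991% and 0.999%), both ab.del libraries (0.997% and 1.02%), a.del (1.03%) and 4k.b.c (1.02%), and almost only from 129 in c.del replicate 1 (99.8%), ac.del (99.8%) and b.del (99.8%). In bc.del and c.del replicate 2 the share was 10.6% and 12.5%. The median change of X-linked genes was below 0 in these 11 libraries, from -0.57 in c.del replicate 1 down to -0.96 in a.del and -1.0 in 4k.b.c. In 680kinv, 100kdel and 245kdel all chromosomes had shares between 40% and 60%. Xist, the transcript that coats the inactive X, had 0 reads in both abc.del and both F121-9 libraries and at most 0.504 CPM in any library, in a.del.

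Autosomes also differed in a few clones. In a.del and 4k.b.c, chromosome 1 had a 129 share of 99.7% and chromosome 12 of 0.403% and 0.438%, while the other 14 libraries had 49.6% to 52.0% on chromosome 1 and 47.1% to 50.5% on chromosome 12. The median change of these chromosomes in a.del and 4k.b.c was only -0.17 to -0.07. Chromosome 8 had shares of 33.1% in a.del and 34.7% in 4k.b.c with medians of 0.64 and 0.53, chromosome 7 a share of 35.7% in 4k.b.c with a median of 0.60, and chromosome 3 shares of 32.0% in c.del replicate 1 and 34.4% in ac.del with medians of 0.52 and 0.54. The 95% Wilson intervals of these 20 shares, X included, were at most 0.245 percentage points wide. Over the 295 other pairs of library and autosome the medians ranged from -0.15 to 0.21.

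**Figure D4:**
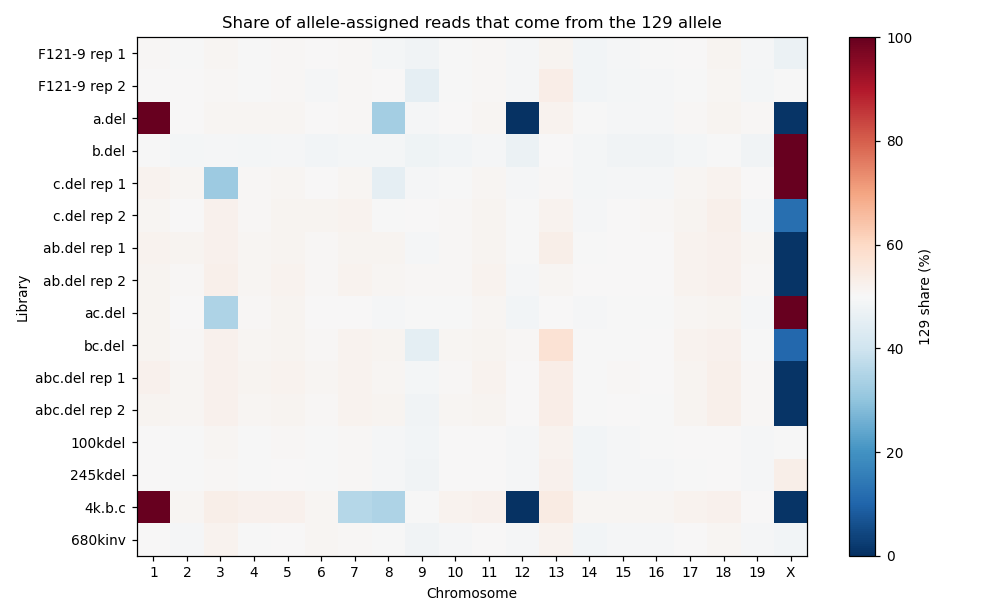
Share of reads from the 129 copy (colour, percent) for each chromosome (x axis) in each of the 16 libraries (y axis). Chromosome 1 at 99.7% and chromosome 12 near 0.403% stand out in a.del and 4k.b.c, and X stands out in 11 libraries.

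Groups with 1 library were set against both F121-9 libraries by a fold rule, an absolute log2 difference of at least 2 from each, over 11225 genes. The rule counted 10 genes in 680kinv, 54 in 100kdel, 63 in 245kdel, 163 in bc.del, 172 in ac.del, 249 in 4k.b.c, 278 in b.del and 362 in a.del. Of the 54 genes in 100kdel 50 were higher, of the 63 in 245kdel 62 were higher, and of the 163 in bc.del 156 were lower, 39 of the 163 on X. 100kdel and 245kdel lie in the second deposit block, while bc.del and both F121-9 libraries lie in the first. The contrast in direction between these libraries is therefore not separated from block. Direction did not follow block alone, however. In the second block 223 of 362 genes were lower in a.del, 210 of 278 in b.del and 95 of 172 in ac.del. In ab.del replicate 2, also there, 82 of 141 were lower. In 4k.b.c and c.del replicate 2 of that block 147 of 249 and 151 of 202 were higher. Set against each other, the F121-9 libraries differed by that much at 40 genes. Sycp1 gave 41.5 CPM in 100kdel, 42.7 CPM in 245kdel and 18.9 CPM in 680kinv, and Dazl 47.2 CPM in 100kdel and 41.8 CPM in 245kdel.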

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

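The test of X dosage in this part was chosen after the interaction had been seen. Scml2 stood out because its change with the c deletion differed between clones with and without the ab deletion, by 4.74 on the log2 scale (SE 0.46, limma adjusted p = 0.0333, n = 2 per group). It gave 144 ± 38.1 CPM in F121-9, 5.56 ± 0.211 CPM in ab.del, 3.37 ± 0.900 CPM in c.del and 3.54 ± 0.0882 CPM in abc.del, so it was low in all 3 of these edited groups and no lower when the deletions were combined. Without any 1 of the abc.del, ab.del or F121-9 libraries no gene passed, and without c.del replicate 1 or c.del replicate 2 there were 3 and 4 genes. Without a variance trend Scml2 missed the threshold (adjusted p = 0.0617) and 1700013H16Rik, also on X, was the 1 gene that passed. The size of the Scml2 term ranged from 4.47 to 5.05 over the settings that keep X genes.

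The gene lies on X, and X-linked genes as a class moved the same way. Their median interaction was 0.64, that of autosomal genes was -0.16, and the difference was 0.80. This value is no separate test of a lower X dosage shared by ab.del, c.del and abc.del, because the X medians of the 3 groups against F121-9, -0.83, -0.75 and -0.71, with those of autosomal genes, already give 0.77 by arithmetic. The X median of -0.83 in abc.del is far smaller than the 40.8-fold fall of Scml2. Loss of the 129 copy alone is argued against for Scml2 in abc.del and ab.del. X reads there came almost only from cast, yet its cast copy gave 7.02 and 11.1 CPM against 164 CPM in F121-9. Other effects of a shared lower X dosage stay open for Scml2. The c.del libraries lie in different deposit blocks, as do those of ab.del, and with deposit block as a covariate 4 genes passed, so block did not remove the call count. Differences between clones that are unrelated to the edits stay open, because sample names of 1 group end in different codes whose meaning the labels do not state.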

How the results depend on the processing

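Alternatives named as added were chosen after the data were seen: autosomal genes only, edgeR, DESeq2, the 129 minus cast contrast, the site tests by gene, and, on single copies or gene lists, median centring, deposit block and higher filters. For the named genes on both copies, those of the interaction and of site a included, 492 alternative values had the same direction and side of the threshold, 185 the same direction without passing, 8 passed anew and none reversed. Those 8 were all at the locus in abc.del against F121-9, 5 for Morc1 and 3 for Dppa2. For the 3 genes tested on each copy these numbers were 55, 9 and 11, with 3 reversed, and for the exact tests at the locus 112 were the same and 2 reversed. In these exact permutation tests 1 gene alone could not pass, as the smallest p of 0.0152 gave adjusted p = 0.106 over 7 genes. The 112 therefore show little beyond direction. The reversed values were all small cast changes, and the cause was not tested. With median centring Dppa4 was at -0.00655. Leaving out 1 library, Dppa2 ranged from -0.348 without F121-9 replicate 2 to 0.0304 without F121-9 replicate 1, and Morc1 from -0.165 without abc.del replicate 2 to 0.10 without abc.del replicate 1. In the exact tests Dppa4 ranged from -0.0459 without abc.del replicate 1 to 0.00693 without abc.del replicate 2, and was at 0.10 in the first deposit block only. The site b difference of 129 Morc1 ranged from -4.03 to -3.39 over 15 alternatives. Its p stayed at 0.0022 (exact permutation test), the smallest its splits allow, so the unchanged p shows only that the 2 sets of libraries never overlapped.

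Counts of genes moved far more than directions. For abc.del against F121-9, with 31 genes, the count was 13 at a pseudocount of 0.01, 15 at a mean CPM of at least 1, 14 with every line of the table, 85 with median centring, 51 with quantile normalization, 671 with deposit block as a covariate and 599 with only the 2 groups compared, and, as added alternatives, 6 on autosomal genes only, 18 by edgeR and 353 by DESeq2. For ab.del, with 7, it was 37 at a pseudocount of 1, 14 without a filter, 36 with median centring, 32 with quantile normalization, 30 without a variance trend, 202 with deposit block, 21 with only the 2 groups, 0 on autosomal genes, 11 by edgeR and 187 by DESeq2. For c.del, with 7, it was 31 at a pseudocount of 1, 16 without a filter, 28 with median centring, 23 with quantile normalization, 28 without a trend, 207 with deposit block, 0 on autosomal genes and 224 by DESeq2. The interaction, with 1, gave 4 at a pseudocount of 1, with median centring, with quantile normalization, with deposit block and by edgeR, 20 by DESeq2 and 0 on autosomal genes, and 1 without a variance trend that was not the same gene. The trend, with 0, gave 15 by edgeR and 73 by DESeq2. The term of site a, with 2, gave 0 at either other pseudocount, without a filter, at a mean CPM of at least 1, without a trend and with every line of the table, 7 with median centring, 6 with deposit block, where Dppa2 passed (adjusted p = 0.0128), and 160 by DESeq2. Site b, with 0, gave 2 without a trend, 3 with deposit block and 8 by DESeq2, and site c, with 0, gave 3 by DESeq2. Fewer genes were tested with autosomal genes only, which by construction removes every call on X, or with a higher filter. Autosomal calls fell too: 6 of 16 remained in abc.del, and the 1 call in ab.del and the 1 in c.del were lost. For these losses and for the other alternatives the cause was not tested. Median centring moved the median change of all genes from 0.08 to -0.04 in ab.del and from -0.14 to 0.09 in the interaction.

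On the 129 copy, with 35 genes, abc.del gave 23 at a pseudocount of 0.01, 13 on autosomal genes only, 676 with deposit block and 18 by edgeR. On the cast copy, with 0, it gave 1 at a pseudocount of 1, 3 with median centring and 3 on autosomal genes only. The difference of 129 and cast, with 0, gave 2 at a pseudocount of 1, 3 at a mean CPM of at least 1, 6 at a mean CPM of at least 5 and 12 by edgeR on both copies; the cause was not tested. Lists called by camera, 9 in abc.del, 6 in ab.del, 4 in c.del and 7 in the trend, became 0 in each with an estimated correlation, 0, 0, 0 and 2 with fry, and 3 in ab.del with deposit block; the cause was not tested.

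Counts by the fold rule follow its construction. At an absolute log2 difference of at least 1 they were 169 in 680kinv, 946 in bc.del, 793 in 100kdel, 872 in 245kdel, 1808 in 4k.b.c, 1263 in ac.del, 2137 in a.del and 1479 in b.del. At a pseudocount of 1, which shrinks folds of low genes, they were 0, 26, 21, 24, 84, 52, 128 and 68 in the same order. Between the 2 F121-9 libraries these settings counted 683 and 0 genes, but by a looser rule, since only 1 difference has to reach the threshold. At the lower threshold 683 of 793 genes were higher in 100kdel and 787 of 872 in 245kdel. Between the F121-9 libraries 192 went 1 way and 491 the other, but replicate order is arbitrary, so directions cannot be compared. Within ab.del and c.del, directions at this lower threshold went with deposit block. In the first block 622 of 768 genes were lower in c.del replicate 1 and 417 of 528 in ab.del replicate 1. In the second, 1397 of 1715 were higher in c.del replicate 2 and 1054 of 1458 in ab.del replicate 2. Also in the second, b.del had 729 higher and 750 lower. At the main threshold of 2, 170 of 178 genes were lower in c.del replicate 1 and 151 of 202 higher in c.del replicate 2. In ab.del both replicates then had more lower genes, 112 of 117 and 82 of 141, so direction did not go with block there. Of the 16 chromosome medians beyond 0.5, 14 stayed beyond it at a mean CPM of at least 0.2, and chromosome 3 moved to 0.48 in c.del replicate 1 and in ac.del.

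Leaving out each library in turn, counts ranged from 0 to 156 for abc.del, 0 to 53 for ab.del, 0 to 29 for c.del, 0 to 4 for the interaction, 0 to 1 for the trend, 0 to 6 for site a and 0 to 11 for abc.del on the 129 copy. They stayed at 0 for abc.del against ab.del, sites b and c, the cast copy and the exact tests at the locus, where leaving out an abc.del library leaves too few splits to pass. With no library left out, 1 gene alone could not pass those exact tests either, so their 0 shows no stability. A group left with 1 library was assumed to vary like the others. Depth limits genes with few reads: a floor of 3 reads was 0.0833 CPM in the deepest library for 129 and 0.296 CPM in the shallowest. No paired analysis was possible because replicate numbers do not link libraries of different groups.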

Other observations

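The test of germline genes against X transcription and the counts of other splits were written before their results were seen, and all other tests in this part were chosen after. The median change of germline genes relative to F121-9 was -1.56 and -1.53 in the abc.del libraries, -2.04 in a.del and -1.39 in ac.del, but 0.14 in 680kinv, 1.05 in 100kdel and 1.08 in 245kdel. Xist had 0 reads in both abc.del libraries, and Tsix, transcribed across it from the other strand, gave 525 and 624 CPM from cast and 18.0 and 20.2 CPM from 129 there.

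A candidate explanation for the lower germline list in abc.del is the silence or loss of 1 X copy in the clone. All 3 of the groups with an X share from 129 between 40% and 60%, 680kinv, 100kdel and 245kdel, had list medians above those of the 11 other edited libraries. All 3 also lay above every other edited library of their own deposit block. The 11 include bc.del and c.del replicate 2, where 10.6% and 12.5% of X reads came from 129, so not all had a copy silent throughout X. At Huwe1, Atrx and Kdm6a these 2 libraries gave at most 2.69 CPM from 129 and at least 475 CPM from cast. Where on X their other 129 reads lay was not tested. Lower Dppa2 and Dppa4 transcription stays open for abc.del. The list was also low in b.del (-1.15) and c.del (-1.54 and -0.70), where both copies of both genes were transcribed, and it was high in 100kdel (1.05), where the 129 copies had 1 and 3 reads. The 100kdel value is from 1 library of the second deposit block, set against F121-9 libraries of the first, so block may add to it. Values in other clones do not exclude a part of Dppa2 and Dppa4 in abc.del. Deposit block is argued against because abc.del and F121-9 share a block, within which the median was -1.56, and silencing of 1 X through Xist is argued against by its 0 reads. The 3 groups are also those whose labels give a length in kb and no lettered site, so the type of edit stays open, as do other differences between clones. Of these groups 100kdel and 245kdel were the most alike of all library pairs (r = 0.989 across genes), so they may not count as separate cases.

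In a.del and 4k.b.c, chromosome 1 was transcribed almost only from 129 and chromosome 12 almost only from cast. A single library deposited under both labels is argued against by chromosome 7, whose 129 share differed by 14.8 percentage points between them. Alignment bias toward the reference copy is argued against by chromosome 12, whose 129 share was 0.403% in a.del. A cell line history shared by these clones but not by F121-9 stays open: that both lack the same copies, and that 0 other libraries had a share of chromosome 1 or 12 outside 40% to 60%, is the observation itself and no test of it. As the chromosome medians differed little from F121-9, -0.17 to -0.07 against -0.96 for a chromosome halved in simulation, a replacement of 1 copy by the other may be closer than a loss. No DNA was measured here.

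Other splits of the 12 lettered libraries into groups of the same sizes were drawn 100 times. For site a, 5 of 100 splits gave at least the 2 genes of the real labels, with 1714 the highest other, so chance was not excluded for that count. These splits ignore deposit block. Splits that exchange labels only within blocks, added later, gave at least 2 genes in 1 of 100, the real one, with 1 gene the highest other. With block as a covariate the real count of 6 was also reached in 1 of 100, with 1 the highest other, so the answer for site a depends on whether splits across blocks are counted. The real counts of the trend, site b and site c were 0, which all 100 splits reach whatever they call, so these comparisons tested nothing. Their highest other counts were 5, 578 and 2488. Splits that called many more genes than the real one point to a structure of the samples beyond the sites. A split by deposit block, 7 libraries against 5, called 3506 genes, 2629 of them higher in the second block. With deposit block as a covariate site b gave 3 genes.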
